A study of Mus musculus with 12 samples. Its data were reported in "Overexpression of Igf2-derived Mir483 inhibits Igf1 expression and leads to developmental growth restriction and metabolic dysfunction in mice" (2024).

How the data were processed

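Liver RNA from 12 female mice aged 15 weeks was measured by RNA-seq, with 6 mice carrying an inducible Mir483 transgene (iTgMir483) and 6 littermate controls. The iTgMir483 line has a Tet-off transgene at the Rosa26 locus, from which Mir483 is transcribed unless doxycycline is given. Mir483 is a microRNA gene inside Igf2, and its precursor gives the mature products miR-483-3p and miR-483-5p. Groups and replicate numbers were taken from the sample titles, and all 12 libraries carried the label of a single sequencing pool, so no batch was available as a term.

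The deposited values are raw read counts per gene. To make them, the authors prepared stranded poly(A) libraries, sequenced them as short paired-end reads, aligned the reads to GRCm38 with STAR and took gene-level counts with Ensembl genes. Which of the aligner's strand columns was used is not stated, so counts of overlapping and antisense genes are uncertain, and reads shared by paralogs were handled by the authors' counting. Small-RNA reads were not analysed here, and a count at Mir483 comes from transcripts kept by a poly(A) protocol, not from the mature microRNAs.

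The table held 55401 genes, 0 rows that named no gene and 0 columns of no sample. Symbols and positions came from the GENCODE M21 annotation (Ensembl 96, GRCm38), which has the same build as the authors' annotation and another release; 55141 gene identifiers had a symbol and 260 had none. Library totals ranged from 12244123 to 30431286 counts. Pairs of libraries differed far beyond sampling noise (the smallest chi-square per gene was 15.6), so each library was counted as 1 replicate. A group whose libraries were all at or under 3 counts was treated as at the floor, and fold changes against it are given as lower bounds. Bounds and floors cover counting error only, because the reads carry no molecular identifiers.

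Genes were kept with edgeR's filterByExpr, which left 13205, and library sizes were scaled by the trimmed mean of M-values (TMM). The groups were compared with edgeR's quasi-likelihood F-test (edgeR 4.0.16, limma 3.58.1, R 4.3.3), without covariates. A gene was counted as changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. Standard errors of log2 fold changes are the size of the fold change divided by the square root of F. CPM values are counts scaled by the TMM library size to a common total. Gene lists were tested with camera on voom values at an inter-gene correlation of 0.01, adjusted over the 10 lists, and a list's value is the median log2 fold change of its tested members. Those lists cover lipid genes measured by RT-qPCR in the study, cholesterol biosynthesis, extracellular matrix, macrophages and inflammation, pyroptosis, endothelium and angiogenesis, growth hormone response, female-biased and male-biased liver genes, and the major urinary proteins (Mup). Further lists cover the insulin-like growth factor axis, the Rosa26 locus, sex chromosomes, the circadian clock, fasting and feeding, and markers of blood, exocrine pancreas, adipose tissue, bile duct, intestine, stellate cells, hepatocytes and neutrophils. The lists were written before the data were examined, from general knowledge of these processes, but after the study had been read. The study named lipid metabolism, cholesterol biosynthesis, inflammation, extracellular matrix, pyroptosis and angiogenesis from an enrichment among genes that changed in these same libraries. It does not state how its RT-qPCR genes were chosen. The topics, and any member chosen on these libraries, are therefore not independent evidence. Some lists share members: 3 between the lipid and cholesterol lists, 3 between the growth hormone list and the insulin-like growth factor axis (Ghr, Igf1 and Igfals), and Mup7, Mup20 and Mup21 between the male-biased list and the Mup genes.

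For microRNA target sites, the longest annotated 3′ untranslated region (UTR) among basic protein-coding transcripts was taken for each gene and searched for the 7mer-m8 match to positions 2 to 8 of each mature microRNA. Each mouse was scored as the mean log2 CPM of genes with a site minus that of genes without, and the groups were compared by a two-sided exact permutation test over the 924 assignments of mice, whose smallest p is 0.0022. Target predictions with conservation scores were not used here.

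The named genes were fixed by a rule written before the data were examined: Mir483, Igf2, H19, Igf1 and the members of the insulin-like growth factor, Rosa26, lipid RT-qPCR and sex lists; the 5 largest increases and the 5 largest decreases among changed genes with a mean count of at least 50 and no overlap between groups, the Mup family counted once; the 3 smallest p-values in each direction; and list members where a list is discussed. Some genes that meet this rule are not reported here, although they remain in the counts of changed genes and in the lists. Alternatives were RLE size factors, other count filters, DESeq2 1.42.0, limma-voom, the replicate number as a block, a test against the fold threshold, no fold threshold, fry, an estimated correlation, other site definitions and backgrounds, and leaving out each library in turn.

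The pipeline was tested on simulated counts. Of 12990 simulated genes, 200 were changed, 100% of these were called, and 5.21% of the calls fell on unchanged genes. The planted folds all lay well above the fold threshold, and genes of low expression were not among those changed. Sensitivity near the threshold or at low counts was therefore not tested. For the site test, each gene was first centred on its mean in each group. A shift of -0.3 planted in a random set of the 12092 genes with a 3′ UTR was then recovered. The centring fixed that outcome, so it checks the calculation only and not the power to detect a small shift. Figures were drawn with matplotlib 3.10.9.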

Results

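The libraries comprised 6 livers of iTgMir483 females and 6 livers of control littermates, all at 15 weeks of age. Total counts ranged from 12244123 to 30431286 in controls and from 12415140 to 15846175 in iTgMir483 livers. Albumin (Alb) was the most abundant gene in every library. The 10 most abundant genes took from 19.2% to 22.7% of the counts in controls and from 15.1% to 21.9% in iTgMir483 livers.

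The over-expressed gene was examined first, because it checks the labels. Mir483 (ENSMUSG00000070140, chromosome 7, 142654924 to 142654996, GRCm38, within Igf2) had 0 counts in each of the 6 control libraries. The iTgMir483 libraries had 373, 761, 442, 318, 697 and 618 counts, or 37.1 ± 13.1 CPM (SD, n = 6), at least 194.1-fold above the floor of the controls. The host gene Igf2 (chromosome 7, 142650766 to 142666816) had at most 2 counts in any library, so no difference was detectable at this depth. H19 (chromosome 7, 142575529 to 142578143) had 6, 0, 5, 5, 4 and 0 counts in control replicates 1 to 6 and 3, 11, 19, 93, 115 and 24 counts in iTgMir483 replicates 1 to 6. It did not pass the filter on low counts and was not tested.

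The study asked whether Mir483 excess lowers Igf1, the main hepatic growth factor gene. Igf1 (ENSMUSG00000020053, chromosome 10, 87858265 to 87937042) fell from 399.5 ± 99.7 CPM (SD, n = 6) in controls to 140.7 ± 40.03 CPM (SD, n = 6) in iTgMir483 livers. The log2 fold change was -1.51 (SE 0.198, adjusted p 0.000371 by edgeR's quasi-likelihood test), and the groups did not overlap (exact permutation p 0.0022, two-sided, the smallest that the design allows). Across the alternatives the log2 fold change of Igf1 lay farthest from this value without 1 library, at -1.66 and -1.37. Its longest annotated 3′ UTR, of 6308 bases, holds a single 7mer-m8 match to miR-483-3p (AGGAGTG, chromosome 10, 87930908 to 87930914, GRCm38, in the exon that holds the 3′ UTR), and no match to miR-483-5p.

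**Figure D1:**
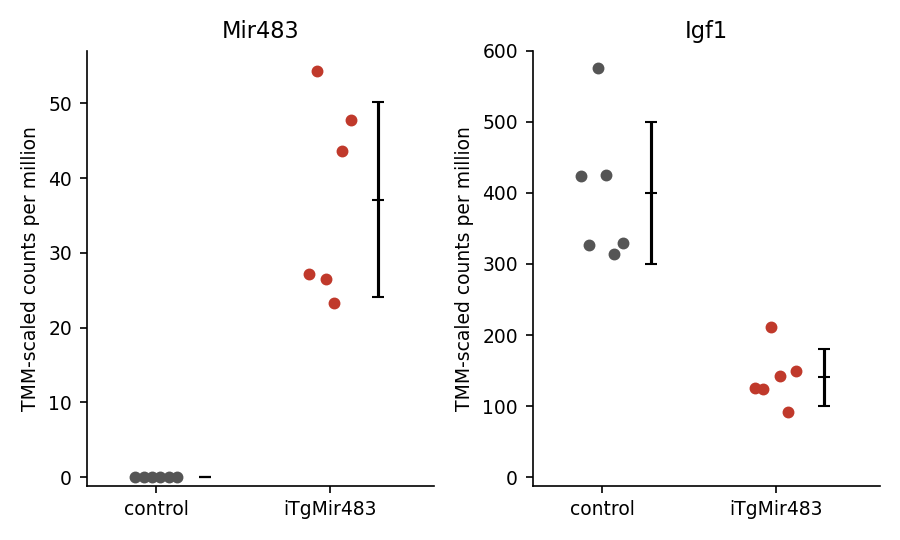
TMM-scaled CPM of Mir483 and Igf1 in each liver, with the mean and SD of 6 mice per group beside the points. Mir483 was at 0 in all controls, and Igf1 was lower in every iTgMir483 liver than in every control.

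Other genes of this axis moved in both directions. Igf1r rose (log2 fold change 1.11, SE 0.156, adjusted p 0.000613), while Igfals fell by 0.81 (SE 0.191, adjusted p 0.00985) and Igfbp2 fell by 1.03 (SE 0.271, adjusted p 0.0175) on the log2 scale. Igf2r, Igfbp1, Igfbp3, Igfbp4 and Ghr did not pass an adjusted p of 0.05, with values of 0.0544, 0.0691, 0.844, 0.119 and 0.564. Some of these results depended on the method or on single libraries. With DESeq2, Igf2r (adjusted p 0.0321) and Igfbp4 (0.0359) passed, and Igf2r also passed with at least 10 counts in every sample (0.0480). Igf2r passed without iTgMir483 replicate 2 (adjusted p 0.00698) or replicate 4 (0.0414), Igfbp1 passed without iTgMir483 replicate 1 (0.0137), and Igfbp4 passed without iTgMir483 replicate 4 (0.0353). At the Rosa26 locus, Gt(ROSA)26Sor (chromosome 6, 113067428 to 113077333) fell by 1.04 (SE 0.291, adjusted p 0.0236). Without control replicate 4 its adjusted p was 0.0561. Its neighbour Setd5 rose by 0.53 (SE 0.0801, adjusted p 0.000919), which is under the fold threshold, and Thumpd3 did not differ (adjusted p 0.574). These genes overlap or lie close together, and their counts depend on how strand was used.

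The second question was how far the liver transcriptome differed. Of 13205 genes tested, 1470 changed, with 1110 higher and 360 lower in iTgMir483 livers. The choice that moved the count most was the treatment of the fold threshold: 226 genes passed a test against a fold change of 1.5, and 2457 passed the adjusted p alone. The groups did not overlap in 1046 of the genes tested, 674 of them changed, where chance gives this for 0.216% of genes. The first principal component separated the groups and held 37.4% of the variance.

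**Figure D2:**
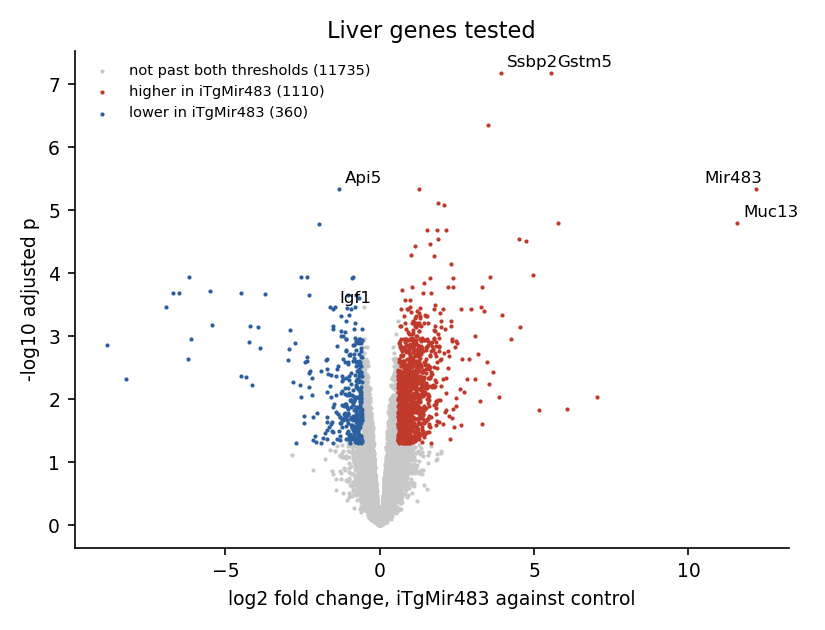
Log2 fold change (x axis) against -log10 adjusted p (y axis) for the 13205 genes tested, with 1110 higher and 360 lower genes coloured. The fitted value of Mir483 rests on controls without counts and has no upper bound.

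The largest increases by the rule were Mir483, Muc13, Gstm5, Cxcl1 and Ssbp2. Muc13 (ENSMUSG00000022824, chromosome 16, 33794037 to 33819934) rose from 0.0924 ± 0.118 to 295.9 ± 218.3 CPM (SD, n = 6; adjusted p 1.61e-05). Gstm5 (ENSMUSG00000004032, chromosome 3, 107895821 to 107898686) rose from 6.58 ± 1.05 to 309.8 ± 104.8 CPM (SD, n = 6; log2 fold change 5.55, adjusted p 6.75e-08). Cxcl1 rose by 4.75 (SE 0.456) and Ssbp2 by 3.92 (SE 0.205) on the log2 scale. With Gstm5 and Ssbp2, H2-Q1 had the smallest p-values among higher genes (log2 fold change 3.49, adjusted p 4.47e-07). Gstm5 and H2-Q1 belong to families of similar genes that can share reads.

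Of the largest decreases by the rule, Mup11 (for the Mup family), Sult5a1 and Cyp3a44 are reported here. Mup11 (ENSMUSG00000073834, chromosome 4, 60658466 to 60662411) fell from 29.9 ± 43.0 to 0.0604 ± 0.117 CPM (SD, n = 6, adjusted p 0.00136). Control replicate 1 had 111.8 CPM, against 1.55 to 43.2 CPM in the other controls. Without that library the log2 fold change of Mup11 moved from -8.84 to -7.69, and it still passed. Sult5a1 (ENSMUSG00000000739, chromosome 8, 123140192 to 123158315) fell from 13.003 ± 5.65 to 0.569 ± 0.580 CPM (SD, n = 6; log2 fold change -4.51, adjusted p 0.000210). Cyp3a44 had a log2 fold change of -4.20 (SE 0.604, adjusted p 0.000688). Api5, Ces1b and Cadm4 had the smallest p-values among lower genes, with log2 fold changes of -1.34, -1.97 and -2.37. Mup11, Cyp3a44 and Ces1b have close paralogs, and their single values are uncertain.

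Lipid genes that the study had measured by RT-qPCR in other mice were examined next. Of the 17 genes, 9 changed, all of them higher, and 10 passed both thresholds when adjusted over the list alone, which is not independent evidence for any gene that the study chose on these samples. Among the changed genes reported here, Fasn rose most (log2 fold change 1.75, SE 0.380, adjusted p 0.00649), and Lpl, Acaca, Elovl6, Hmgcs1, Acat2 and Pparg had log2 fold changes from 0.67 to 1.49. The first place of Fasn rested on iTgMir483 replicate 1, which had 1353.4 CPM. Without that library Fasn still passed, but its log2 fold change of 1.19 lay under those of Lpl (1.63) and Acaca (1.21). Scd1 did not pass (log2 fold change 1.65, adjusted p 0.0553). It passed without control replicate 1 (log2 fold change 2.23, adjusted p 0.00949), with DESeq2 (adjusted p 0.0416) and with limma-voom (adjusted p 0.0312). Without control replicate 1 the same held for Srebf1 (1.70, adjusted p 0.00589 against 0.216 with all libraries). Abca1, Gpam, Agpat1, Lpin2, Dgat2 and Lrp1 differed by less than the test could resolve, with adjusted p from 0.211 to 0.838.

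The list tests addressed the processes the study described. Median log2 fold changes were 0.85 for the lipid RT-qPCR genes (adjusted p 2.76e-05), 1.05 for cholesterol biosynthesis (adjusted p 9.17e-11), 0.58 for extracellular matrix (adjusted p 1.28e-06), 0.97 for macrophages and inflammation (adjusted p 1.90e-05), 0.70 for pyroptosis (adjusted p 0.000205) and 0.25 for endothelium and angiogenesis (adjusted p 0.0105). Of these lists, 9 of 17, 16 of 20, 7 of 21, 11 of 18, 7 of 12 and 1 of 13 tested members changed. Adjusted over the list alone, the counts were 10, 17, 8, 13, 9 and 1. The Mup genes had a median of -4.83 (adjusted p 9.17e-11, with 12 of 14 changed and 13 when adjusted over the list alone), and of -7.31 without iTgMir483 replicate 1. In that fit Mup11 had at most 1 count in each iTgMir483 liver, which is at the floor. The value of -7.31 therefore includes fitted values against the floor, and its size is uncertain. Male-biased liver genes had a median of -2.23 (adjusted p 0.00696; 7 of 12 changed, also 7 adjusted over the list alone), and female-biased genes a median of -0.71 (adjusted p 0.0239; 8 of 23 changed, also 8 adjusted over the list alone). Single libraries decided the female-biased call, whose adjusted p was 9.88e-07 without control replicate 1 and 0.0638 without iTgMir483 replicate 1. The growth hormone response list did not pass (median -0.14, adjusted p 0.0608; 4 of 9 changed, 5 adjusted over the list alone). Its changed members did not move together: Cish rose (log2 fold change 1.07), while Igf1 (-1.51), Igfals (-0.81) and Serpina3k (-1.70) fell. A median and a directional test can miss such a pattern. The calls of all these lists rest on the preset correlation. Under fry, the female-biased and male-biased lists no longer passed (adjusted p 0.197 and 0.108) and the growth hormone list did (adjusted p 0.0153), and with an estimated correlation no list passed, the smallest adjusted p being 0.136.

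**Figure D3:**
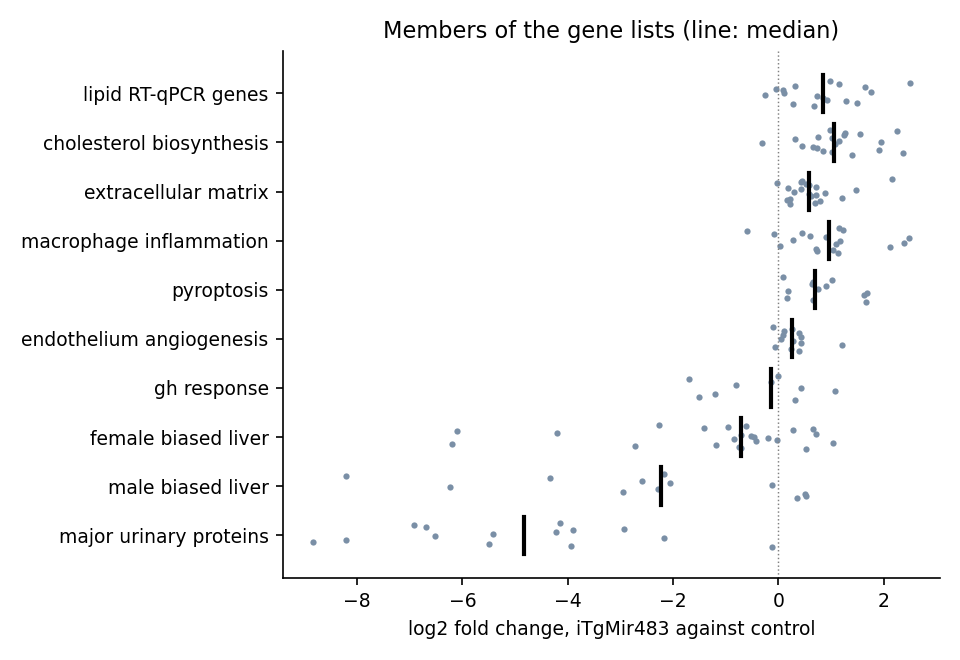
Log2 fold change of each tested member of the 10 gene lists (points) with the list median (line). Medians range from -4.83 for the major urinary proteins to 1.05 for cholesterol biosynthesis.

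Whether genes with a seed match to the over-expressed microRNA were lower was tested over 12092 genes with an annotated 3′ UTR. The 1520 genes with a miR-483-3p match differed from the 10572 without by -0.0221 in mean log2 fold change, less than the spread between mice allows to be resolved (two-sided exact permutation p 0.123, n = 6 per group). The score of 2 of the 6 iTgMir483 livers lay below all controls. Of the 294 lower genes with a 3′ UTR, 50 (17.01%) had a match, against 12.57% of all genes with a 3′ UTR, a difference that was not tested. The median 3′ UTR was 2401.5 bases in genes with a match and 1024 bases in genes without. Restricting the test to genes with at least 10 counts in every sample gave -0.0346 (exact permutation p 0.0390, n = 6 per group), and matching on 3′ UTR length and expression gave -0.0043 (exact permutation p 0.684, n = 6 per group). The 394 genes with a miR-483-5p match differed by -0.0083 (exact permutation p 0.727, n = 6 per group). As a description across genes, which are not independent replicates, the Kolmogorov-Smirnov distance was 0.0340 for miR-483-3p and 0.0375 for miR-483-5p.

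**Figure D4:**
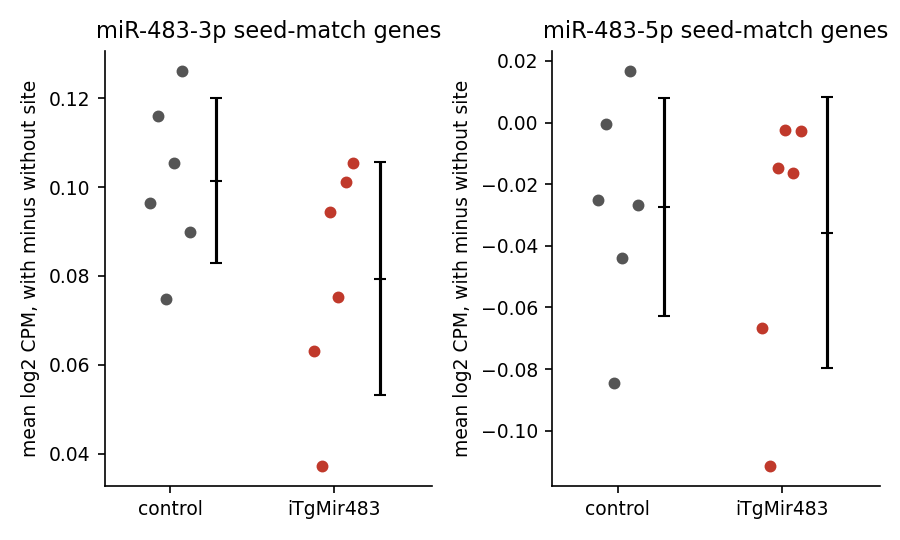
Mean log2 CPM of genes with a seed match minus genes without, for each liver, with the mean and SD of 6 mice per group. For both microRNA arms the groups overlap.

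The sex-linked genes were compared with the female label of each library. Ddx3y, Eif2s3y, Kdm5d and Uty had 0 counts in the 12 libraries, and Xist lay between 455.6 and 887.4 CPM. The X-linked gene Eif2s3x fell from 27.9 ± 1.52 to 15.0 ± 2.29 CPM (SD, n = 6; log2 fold change -0.90, adjusted p 0.000120), while Kdm6a, Ddx3x and Kdm5c did not differ (adjusted p 0.745, 0.331 and 0.594).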

Values the study reported

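The study reported 1,373 differentially expressed genes in livers of 15-week-old iTgMir483 mice, of which 324 were downregulated and 1,049 upregulated. It also reported repression of predicted miR-483-3p targets in these livers, but not of predicted miR-483-5p targets.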

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

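The tests of feeding state, of sex in the replicate 1 libraries, of the adipocyte genes and of the Rosa26 count were chosen only after the result was seen. In 133 groups of 6 values, the library farthest from the others was compared with them by the ratio of its gap to the range (Dixon's test); 15 exceeded the critical value for 6 samples, where chance gives about 6.7.

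Of these, 10 concerned the replicate 1 library of either group. In controls they were Srebf1 (ratio 0.633; 217.1 CPM against 24.6 to 54.7 CPM), the female-biased list (0.741), the male-biased list (0.657), the fasting list (0.732) and the intestine list (0.724). In iTgMir483 livers they were Gstm5 (0.750; 112.5 CPM against 304.8 to 424.8 CPM), Mup11 (0.6255), H2-Q1 (0.6253; 30.9 CPM against 53.3 to 73.9 CPM), the Mup list (0.880) and the fasting list (0.651). Both libraries had high Mup20 (437.3 and 80.1 CPM, against 5.06 to 35.2 CPM elsewhere), lay apart on the second principal component (16% of the variance), and their deviations from the group means correlated at 0.440 across genes, against at most 0.167 for the other equal-numbered pairs. A mislabelled male is argued against, because the Y chromosome genes had no count and Xist was 486.9 CPM in the lower of these libraries. A shared hour of dissection is argued against: the clock genes of iTgMir483 replicate 1 deviated by 0.634 (root mean square, log2), inside the range of 0.284 to 1.189 of the other 10 libraries, and the clock deviations of the pair correlated at -0.184 across genes. Another tissue would raise a list of its genes in both libraries, by the criterion set before these lists were compared. That criterion was met by 1 of the lists, adipose tissue, whose score rested on 2 of 7 genes, Car3 and Fabp4, which liver expresses. Fat as their source is argued against by a test chosen afterwards, in which Adipoq, Plin1, Cfd, Lep and Retn together had 1 count in iTgMir483 replicate 1 and 12 counts in control replicate 1, against up to 35 counts in a single library, while Car3 was 858.2 and 1612 CPM. Feeding state stays open: the fasting genes were lowest in these 2 libraries, at -0.665 and -1.20 against -0.283 or more elsewhere. A shared litter or cage was not tested. The 2 mice carry consecutive animal numbers in the labels, as do control replicate 4 and iTgMir483 replicate 4, whose deviations correlated at 0.034. The replicate 4 mice lie in a longer run of consecutive numbers with several mice of each group. Deviations from the group means may hide a shared litter there, so the comparison does not decide the question. A shared litter or cage of the replicate 1 mice stays open. Genotype does not separate the replicate 1 mice, since each belongs to another group.

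Gt(ROSA)26Sor in iTgMir483 replicate 6 (ratio 0.786) had 4 counts, or 0.310 CPM, where the level of the other 5 iTgMir483 livers gives 23.8. Counting noise is argued against by a Poisson probability of 7.6e-07 for so low a count. A transgene on both Rosa26 alleles would not arise from the breeding described for this line, heterozygous transgenic males with Cre females, and the labels of all 12 libraries name such a cross. Mir483 in this library was 47.8 CPM, within the 23.3 to 54.3 CPM of the others. The values alone do not decide it, and with a single mouse whose alleles were not measured here it cannot be told apart from a regulatory difference or a variant.

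The remaining 4 were Igf1r in control replicate 2 (0.796; 5.75 CPM against 4.01 to 4.32 CPM), Kdm5c in iTgMir483 replicate 2 (0.816; 50.5 CPM against 91.5 to 104.7 CPM), the pyroptosis list in control replicate 3 (0.648) and the total of control replicate 4 (0.693), which was sequenced most deeply. The number of flags that chance gives applies to all the tests together. It cannot decide whether these 4, left after the others were set aside, arose by chance. No explanation was tested.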

How the results depend on the processing

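The replicate numbers did not pair the libraries, since equal-numbered libraries correlated by 0.034 to 0.440 in their deviations from the group means and 4 of the 6 pairs stayed under 0.1. With the replicate number as a block, 1530 genes changed (1106 higher, 424 lower), and the growth hormone list passed (median -0.15, adjusted p 0.0254); the block changed the call of no other list, of neither microRNA arm and not of Igf1, while Igfbp1, Scd1 and Srebf1 passed.

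Igf1 kept its direction and passed under the alternatives of scaling, filter, test, block and libraries left out, with adjusted p from 7.05e-12 to 0.00153. The test against a fold change of 1.5 was run for the counts of genes only. A test against a fold change of 1.5 left 226 genes (167 higher, 59 lower), as its stricter null hypothesis implies, and without a fold threshold 2457 genes passed (968 lower). The other alternatives kept the counts within 1.5 times. The fits that each left out 1 library gave from 1190 to 1653 changed genes, from 911 to 1235 higher and from 279 to 426 lower. DESeq2 shared 1448 of its 1629 changed genes with the 1470. Scaling by RLE size factors put 73.5% of changed genes on the higher side against 75.5%, and moved the median of all genes from 0.0058 to -0.0062.

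Gene lists depended on the test. With an estimated correlation the medians 0.85, 1.05, 0.58, 0.97, 0.70, 0.25, -0.71, -2.23 and -4.83 of the lipid, cholesterol, matrix, macrophage, pyroptosis, endothelial, female-biased, male-biased and Mup lists were unaltered but did not pass. Under fry the female-biased (-0.71) and male-biased (-2.23) lists did not pass and the growth hormone list (-0.14) did. Requiring at least 10 counts in every sample removes the members that fell to near 0, which left 8 of 12 male-biased and 3 of 14 Mup genes, so the values of these lists there (-1.09, adjusted p 0.191, and -2.15, adjusted p 0.0814) say nothing about their stability. Without 1 library, the female-biased list ranged from -0.85 to -0.55 and lost its call in 4 of 12 fits. The growth hormone list ranged from -0.26 to -0.0425 and passed in 3 of 12 fits. Without control replicate 1 the female-biased adjusted p was 9.88e-07. The cause of the changes without 1 library was not tested.

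The miR-483-3p difference passed with at least 10 counts in every sample (-0.0346), a filter that also removes genes that fell to near 0. The cause was not tested. Without 1 library the miR-483-3p difference ranged from -0.0274 to -0.0136 and did not pass. It was smallest without iTgMir483 replicate 2. The miR-483-5p difference changed sign with 8mer sites (0.0216), the matched background (0.0004), at least 10 counts in every sample (0.0106) and medians (0.0149), and ranged from -0.0198 to 0.0068 without 1 library (0.0005 without control replicate 5, 0.0068 without iTgMir483 replicate 2), never near the threshold.

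Among single genes, signs near 0 changed for Igfbp3 (-0.0186 without control replicate 1, -0.0374 without iTgMir483 replicate 6), Agpat1 (0.0367 without control replicate 6) and Dgat2 (-0.0314 and -0.0786 without iTgMir483 replicates 1 and 4, up to 0.161 without iTgMir483 replicate 2). Of 810 values of 43 named genes, 786 kept direction and side of the adjusted p threshold. Another 18 newly passed it, 5 changed sign as above and 1 (Gt(ROSA)26Sor without control replicate 4) no longer passed it. Those that newly passed were Igf2r, Igfbp1, Igfbp4, Scd1 and Srebf1, each under some of the alternatives. The fold threshold was not part of this tally. Acat2 without iTgMir483 replicate 1 (log2 fold change 0.53) and Pparg without control replicate 1 (0.57) fell under it. They were therefore not counted as changed there. Without iTgMir483 replicate 1, 8 lipid RT-qPCR genes changed in place of 9.

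Leaving out both replicate 1 libraries, chosen after seeing the data, gave 1696 changed genes and kept the calls of the 10 lists and of Igf1. Under it 11 lipid RT-qPCR genes changed in place of 9, and Igfbp1 (adjusted p 0.0209), Scd1 (0.0142) and Srebf1 (0.00629) passed.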

Other observations

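The tests of other splits for gene lists and of neutrophil genes were chosen only after the result was seen. Other splits of the 12 libraries into 6 and 6 were refitted, 100 of the 462 including the real one. The number of changed genes was as large in 1 of the 100, the next largest being 157 genes, and the larger of the higher and lower counts in 1 of the 100. The changed lipid genes, and the medians of the lipid, cholesterol, matrix, macrophage, pyroptosis and Mup lists, were also as large in 1 of the 100. The endothelial list reached its median in 4 of the 100, the female-biased and male-biased lists in 2 of the 100 each, and the growth hormone list in 50 of the 100.

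Technical explanations of the group difference were weighed. A mislabelled sex in any library is argued against by the lowest Xist value of 455.6 CPM with no Y chromosome count. The hour of dissection cannot be told apart from the groups: the median absolute change of the 14 clock genes lay at the 96.4th percentile of 10000 random lists matched on expression, yet Hlf was the only clock gene past an adjusted p of 0.05, and no pair of antiphase clock genes passed. As a list the clock genes had a median log2 fold change of -0.16. Normalization as the source of the excess of higher genes cannot be told apart from a true excess. RLE size factors left 73.45% of the changed genes higher, but they rest on the same assumption as TMM, that most genes do not change, and moved the median of all genes by little. A variant carried along with the targeted Rosa26 locus is argued against as a regional source of changes: 11.11% of the 99 genes within 10 Mb changed, against 11.13% elsewhere (Fisher's exact test p 1.0).

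A lower share of hepatocytes as the only cause would raise the markers of other cell types alike. Instead 5 of the 10 contrasts between the bile duct, macrophage, matrix, stellate and endothelial scores passed (exact permutation, adjusted p 0.0346, n = 6 per group). The bile duct list (median 1.33, adjusted p 0.00448) rose more than the stellate list (0.26) and the endothelial list. A change in the cell types that rose stays open, and so does a lower hepatocyte share alongside it. Of the other lists, the 2 tested neutrophil genes had a median of 2.498 (camera adjusted p 0.0455) and were both changed. Lists that did not pass had medians of 0.51 for blood, -0.24 for hepatocytes, -0.31 for fasting and -0.03 for the insulin-like growth factor axis. Nor did those with medians of 0.12 for the Rosa26 locus, -0.09 for adipose tissue and 0.03 for intestine. No pancreas gene passed the filter.

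Acute-phase genes were high in 2 of the 6 iTgMir483 livers. Saa1 was 3356 CPM in replicate 1 and 5166 CPM in replicate 4, against 7.86 to 41.4 CPM in the other iTgMir483 livers, and Alb was lowest there, at 48770 and 36000 CPM. Neutrophils in the sample would make S100a9 highest in both. It was highest in replicate 1 (10.3 CPM), but in replicate 4, with the most Saa1, it was 6.375 CPM, inside the 0.960 to 6.70 CPM of the other iTgMir483 livers and far under Saa1, which argues against them as the whole source. Both livers falling in the iTgMir483 group has a chance of 22.7% for any pair, so a link with genotype stays open and untested.

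The small difference of miR-483-3p site genes may reflect 3′ UTR length and expression, since the matched difference was -0.0043. Base composition is neither shown nor excluded: 9.52% of the 105 reordered 7-mers gave a matched difference as low, so the seed match lay toward the low end of them, and for miR-483-5p, with a matched difference of 0.0004, the share was 1.9%.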
